A study of Anopheles gambiae with 8 samples.

How the data were processed

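Abdominal tissue of adult female *Anopheles gambiae* mosquitoes of the Keele strain was profiled by stranded mRNA sequencing. Per the labels, the mosquitoes were about 5 days old and received liposomes 1 day before a challenge with the rodent malaria parasite *Plasmodium berghei*. They were dissected about 24 hours after infection, the gut and reproductive organs were taken out, and the rest of the abdomen of about 15 mosquitoes made 1 sample. The 2 groups were named LP (control liposomes) and CLD (clodronate liposomes), with 4 libraries each. Clodronate is a compound that kills phagocytic cells once they take up the liposomes that carry it.

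The authors deposited 1 table of raw counts per gene, with 13763 genes and 1 column of counts for each of the 8 libraries. Each column was matched to its sample by the group and replicate number in its name. Per the file headers, the table also gives a chromosome, start, end, strand and length for each gene. The deposited length, in bases, equalled the end minus the start plus 1 in all 13763 genes, so each gene was 1 interval that included its introns. The aligner, the counting program, the genome build and the annotation release are not given in the sources used here. Whether the counting used the strand of the reads, and how it treated reads that match several gene copies, is likewise not given in the sources used here. Coordinates are printed as the deposited table gives them. The table placed 736 genes on sequence with no assigned chromosome and 37 on the mitochondrial genome, and every entry named a gene.

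Counts were used as deposited. Genes were kept with edgeR's filterByExpr at its default minimum count of 10, which left 9438 genes. Library sizes were scaled with the trimmed mean of M-values (TMM). The groups were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16 in R 4.3.3) with a term for group alone, all 8 libraries, and Benjamini-Hochberg adjustment over all tested genes at a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM, the counts of a gene scaled to a common library total, were computed from the tested genes with the TMM factors, and log2 CPM used a prior count of 2. Gene lists were tested with fry, a directional test of a whole list, with Benjamini-Hochberg adjustment over the 4 lists. Values per library were compared with an exact two-sided permutation test over the 70 arrangements of 4 and 4 libraries, whose smallest possible p is 0.0286.

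The groups, the tests, the gene lists, the rule for the genes named in the text and most alternatives were fixed before the data were examined. The rule named up to 5 genes in each direction with the largest log2 fold change among those with adjusted p under 0.05, a mean count of at least 50 and no overlap in CPM between the groups. It also named any list member past the threshold over all genes, AGAP012386 and AGAP009762 as markers of the depleted cells, and AGAP004203 as a check of the blood meal. Any other gene named with its values, such as single list members and neighbours of a called gene, was chosen after those values were seen. The lists were phagocyte markers, prophenoloxidases, complement-like factors and antimicrobial effectors, with 32 gene IDs together, and 3 further lists for yolk precursors, midgut and germline that served to weigh other tissues. List membership, and the names eater for AGAP012386 and vitellogenin for AGAP004203, were assigned from general knowledge of the species. Neither the deposited table nor the reference gene table used here pairs these IDs with names, and 0 IDs of the deposited table matched that reference. AGAP009762 was not analysed here.

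The libraries held 12820385 to 20266087 counts, and per-gene precision was judged from the spread between libraries. No libraries were excluded and none were pooled. No pair of libraries, among 12 within a group and 16 between the groups, agreed within sampling noise, with chi-square values per degree of freedom of 22.9 or more. Gene sequence, GC content and the reads themselves were not used here.

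The steps were tested on simulated counts for the same 9438 genes, with 200 genes changed and 3 draws. Each gene was drawn independently of the others, with the dispersions that edgeR estimated here, which may favour edgeR among the tools. With 4-fold changes, edgeR recovered 87.5% of the changed genes and 4.17% of its calls were false. The corresponding values were 88.2% and 4.81% for limma-voom and 91% and 17.9% for DESeq2. With 8-fold changes, edgeR recovered 95.3%. These rates hold for 200 changed genes and do not tell how many changes of that size the real data hold. In 40 draws with no changed gene, edgeR made at least 1 call in 5 draws. The prophenoloxidase list reached an unadjusted p under 0.05 by fry in 0 of these draws. Because genes were drawn independently, the draws did not test the list under variation shared by its genes.

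Alternatives fixed in advance were size factors from DESeq2 (1.42.0), upper-quartile factors, library totals alone, no filter on low counts, a filter of 10 counts in at least 4 libraries, DESeq2's Wald test, limma-voom (limma 3.58.1), the replicate number as a block, counts thinned to the shallowest library, the 20 most abundant genes left out, camera with an estimated correlation, an adjusted p of 0.01, a log2 change of at least 1, and each library left out in turn. Alternatives added after seeing the data were robust dispersions, the removal of genes whose intervals overlap, edgeR's likelihood ratio test, and 1 or 2 surrogate variables from svaseq. Other splits of the 8 libraries into 4 and 4 were refitted, 35 in all with the real one.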

Results

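Messenger RNA was measured in the abdominal carcass of female *A. gambiae*, the body wall with its attached fat body, 24 hours after *P. berghei* infection. The series asks how removing hemocytes, the circulating blood cells of the mosquito, changes expression in the fat body. Mosquitoes that received clodronate liposomes (CLD, n = 4 libraries) were compared with mosquitoes that received control liposomes (LP, n = 4 libraries).

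The LP libraries held 20001893, 12820385, 18412360 and 17521507 counts for replicates 1 to 4, and the CLD libraries held 15937104, 18534639, 20266087 and 19569002. The mean was 17189036 ± 3087844 in LP and 18576708 ± 1898063 in CLD (SD, n = 4), a difference of 1387672 (exact two-sided permutation test, p = 0.514). This difference became -68545 when LP replicate 2, the shallowest library, was left out. Between 10772 and 11183 genes had at least 1 count in a library. The share of counts on mitochondrial genes was 4.59% ± 1.15 in LP and 5.41% ± 0.602 in CLD (SD, n = 4, exact permutation test, p = 0.2, adjusted p = 0.5 by Benjamini-Hochberg over 5 measures of the libraries). Spearman correlations between libraries, computed across genes, ranged from 0.958 to 0.983 within LP, from 0.957 to 0.982 within CLD and from 0.940 to 0.983 between the groups. The first principal component of log2 CPM carried 32.6% of the variance and the second 23.2%, and the LP and CLD libraries overlapped on both.

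AGAP012386, listed as the phagocyte marker eater, lies on 3L from 41415523 to 41432021 in the deposited coordinates. Its level was 12.9 ± 4.78 CPM in LP and 10.9 ± 7.47 CPM in CLD (SD, n = 4). The log2 fold change, CLD over LP, was -0.25 (SE 0.563), with an adjusted p of 0.864 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, smaller than the spread between libraries. The estimate ranged from -0.65 to 0.086 when each library was left out in turn, and it was positive without CLD replicate 4, where AGAP012386 stood at 2.11 CPM.

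AGAP004203, listed as vitellogenin and positioned on 2R from 51786017 to 51792488, was the check of the blood meal. It took 8.70% ± 1.25 of all counts in LP and 6.45% ± 2.07 in CLD (SD, n = 4, exact permutation test, p = 0.114, adjusted p = 0.5 by Benjamini-Hochberg over the same 5 measures). Its level was 84767 ± 18587 CPM in LP and 67494 ± 24843 CPM in CLD. The log2 fold change was -0.33 (SE 0.274, adjusted p = 0.621 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference in CPM was smaller than the SD of either group. The difference in share, -2.26 percentage points, was larger than either SD, but the libraries of the groups overlapped. The log2 fold change ranged from -0.62 without CLD replicate 1 to -0.18 without LP replicate 1.

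Across all genes, 9438 were tested and 1719 of the 13763 genes in the table had no count in any library. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, 0 genes were higher and 1 gene was lower in CLD. At an unadjusted p under 0.05 there were 869 genes (9.21% of those tested), 484 higher and 385 lower, where 471.9 would fall under that value by chance if no gene differed and genes were independent. DESeq2 moved the count most, with 10 genes higher and 28 lower at the same threshold, while limma-voom gave 0 higher and 2 lower. With the replicate number as a block in edgeR, 1 gene was higher and 8 were lower. The share of genes at an unadjusted p under 0.05 was close to edgeR's in DESeq2, at 1061 of 11891 genes (8.92%). In simulated counts DESeq2 had the largest share of false calls of the 3 tools, 17.9% at 4-fold changes. Those counts were drawn with edgeR's own dispersions, so that share need not hold for the real data. All 4 CLD libraries lay below all 4 LP libraries in 193 genes (2.04% of those tested) and above them in 199 genes (2.11%), where chance gives 1.43% in each direction. Fitted log2 changes of at least 1 in size were seen in 268 genes, 192 of them higher in CLD and 76 lower. That balance rested on CLD replicate 3, without which 94 genes were higher and 135 lower. Without LP replicate 1 there were 342 higher and 93 lower, and higher genes also outnumbered lower ones without any of the other 6 libraries. The plot of log2 fold change against unadjusted p shows these genes and the list described next.

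**Figure D1:**
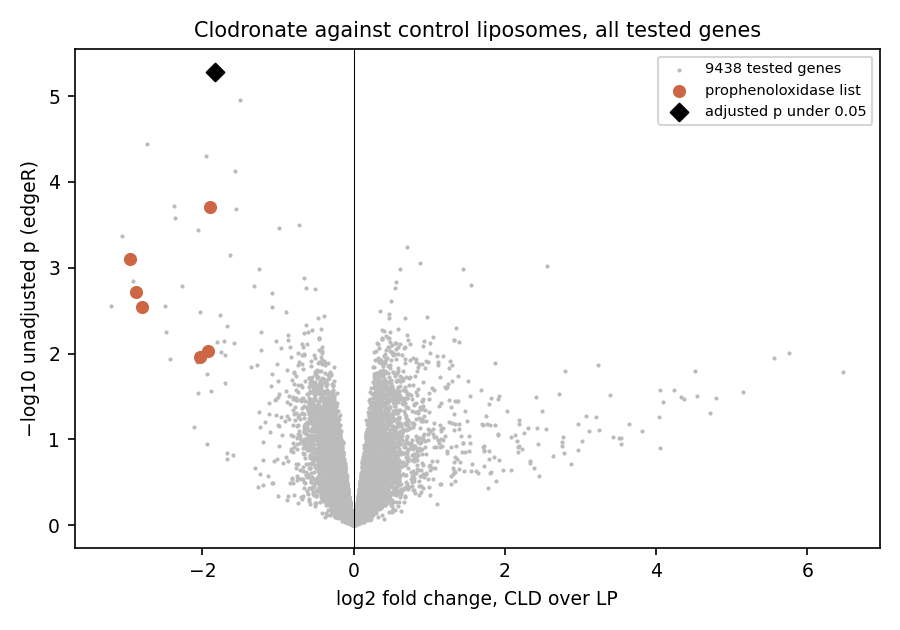
Each point is 1 of the 9438 tested genes, with the log2 fold change of CLD over LP on the horizontal axis and the unadjusted p of edgeR's quasi-likelihood test as its negative log10 on the vertical axis. The black diamond is the gene with an adjusted p under 0.05, and the orange points are the 6 tested prophenoloxidase genes, all of which lie between -2.96 and -1.90.

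The gene past the threshold was AGAP004016, on 2R from 47886061 to 47887895 on the plus strand. Its level fell from 22.6 ± 3.50 CPM in LP to 6.32 ± 1.39 CPM in CLD (SD, n = 4), with no overlap between the groups. The log2 fold change was -1.84 (SE 0.189), and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 0.0494. That adjusted p was between 0.0694 and 0.195 when any of the 8 libraries was left out, and between 4.84e-15 and 0.0851 under the other alternatives. The interval of AGAP004016 shares 216 bases with AGAP004018 on the opposite strand, and how reads there were counted is not given. All 436 genes that lie inside a gene on the opposite strand only had no count. That argues against reads of the shared stretch being counted for either gene. AGAP004018 had a log2 fold change of -0.48 (adjusted p = 0.517 by the same edgeR test with Benjamini-Hochberg adjustment).

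The lists of immune genes addressed whether transcripts of hemocytes, or of factors made by them or by the fat body, differed between the groups. The prophenoloxidase list, which names precursors of the melanization enzyme, had 9 genes, of which 6 passed the count filter. AGAP002825 had no count in any library, and its interval lies inside that of another gene. AGAP004980 and AGAP004976 had too few counts to pass the filter. All 6 tested genes were lower in CLD, with a median log2 fold change of -2.42 and a range of -2.96 to -1.90. By fry the list was lower with an adjusted p of 0.0126 by Benjamini-Hochberg over the 4 lists, and camera with an estimated correlation gave an adjusted p of 0.0249. Under the other settings the median lay between -2.86 and -2.27 and the adjusted p of fry or camera, by Benjamini-Hochberg, between 0.00425 and 0.0374. With each library left out in turn the median lay between -3.16 and -2.12.

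Of the 6 prophenoloxidase genes, 0 had an adjusted p under 0.05 over all genes tested and 6 of 6 did when adjusted over the list alone, with values from 0.00117 to 0.0109 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 called 3 of them over all genes. In 4 of the 6 genes all CLD libraries lay below all LP libraries. The summed level of the list was 273 ± 89.9 CPM in LP and 40.7 ± 35.5 CPM in CLD (SD, n = 4), 6.72-fold lower, with an exact permutation p of 0.0286, the smallest that 4 against 4 libraries allow. The fold was 11.3 without CLD replicate 1, and between 5.36 and 7.30 without any of the other 7 libraries. The mean log2 CPM of the list was 4.54 ± 0.495 in LP and 1.89 ± 1.16 in CLD (SD, n = 4, exact permutation p = 0.0286, adjusted p = 0.114 by Benjamini-Hochberg over the 4 lists). The LP libraries stood at 5.24, 4.43, 4.08 and 4.39, and the CLD libraries at 3.26, 2.30, 1.45 and 0.56, for replicates 1 to 4.

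**Figure D2:**
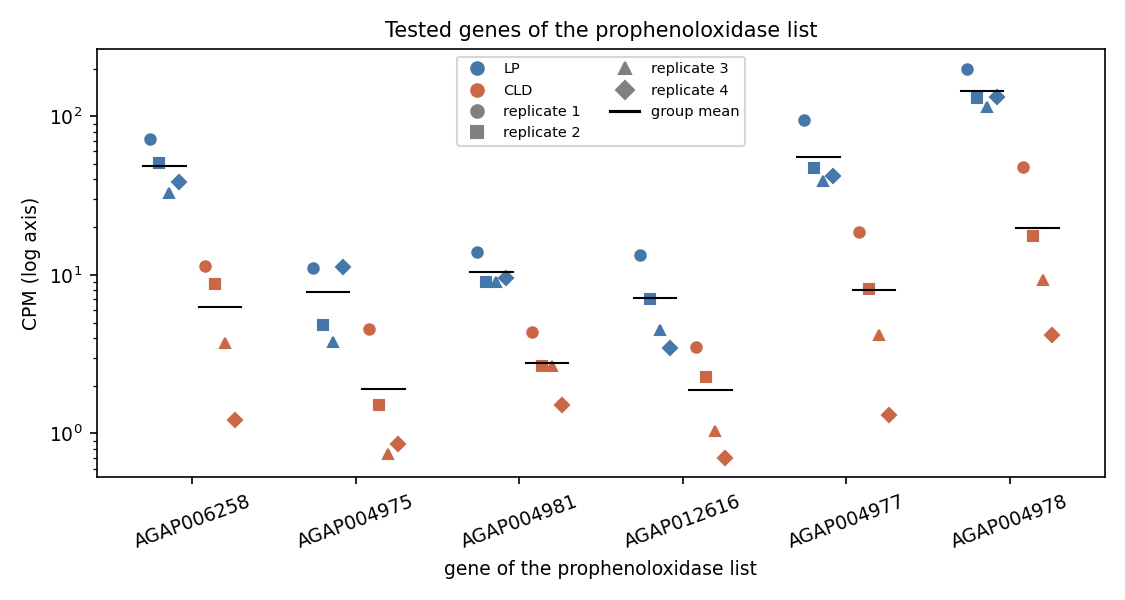
CPM of the 6 tested prophenoloxidase genes on a log axis, with 1 point per library (blue LP, orange CLD, marker shape for the replicate number) and a black line at the group mean. For AGAP004978 the LP mean was 144 CPM and the CLD mean 19.7 CPM, and the LP libraries lie above the CLD libraries in 4 of the 6 genes.

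For 3 members, chosen after their values were seen, the levels are given in full. Among the 6 tested genes, the largest fall was at AGAP006258, on 2L from 28702474 to 28705612. It stood at 48.6 ± 17.5 CPM in LP and 6.29 ± 4.65 CPM in CLD (SD, n = 4). Its log2 fold change was -2.96. The smallest fall among these 6 was at AGAP004981, on 2L from 7503372 to 7505945. It stood at 10.4 ± 2.41 CPM in LP and 2.80 ± 1.17 CPM in CLD. Its log2 fold change was -1.90. The most abundant member was AGAP004978, on 2L from 7455500 to 7457965, with 144 ± 38.0 CPM in LP and 19.7 ± 19.6 CPM in CLD, a log2 fold change of -2.87. AGAP004978, AGAP004981 and other listed members lie near each other on 2L, so the division of reads between similar copies is uncertain, and the summed level above does not depend on it as far as reads stay within the list.

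The phagocyte marker list had 7 genes, of which 6 were tested. Its median log2 fold change was 0.10 and its mean was -0.09, so the median and the mean differed in sign, and fry gave the downward direction (adjusted p = 0.701 by Benjamini-Hochberg over the 4 lists). Of the 6 genes, 0 passed over all genes and 1 passed when adjusted over the list alone. DESeq2 also called 1 of them over all genes, the same gene. That gene, named after its values were seen, was AGAP028028, on 3R from 317335 to 319564, at 24.5 ± 9.81 CPM in LP and 8.33 ± 0.793 CPM in CLD (SD, n = 4). Its log2 fold change was -1.55 (SE 0.257), with an adjusted p of 0.244 over all genes and 0.00124 over the list alone by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 9.63e-06 over all genes by DESeq2. The list median ranged from -0.0041 to 0.29 with each library left out, and was negative without CLD replicate 2. With 2 surrogate variables, added after the data were seen, it was -0.13.

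The complement-like list had 9 genes, of which 8 were tested, and AGAP006348 had no count in any library. All 8 were higher in CLD, with a median log2 fold change of 0.59 and a range of 0.11 to 0.92. The difference was not past the threshold by fry (adjusted p = 0.265 by Benjamini-Hochberg over the 4 lists), and 0 of the 8 genes passed over all genes or when adjusted over the list alone. The mean log2 CPM was 6.80 ± 0.539 in LP and 7.39 ± 0.441 in CLD (SD, n = 4, exact permutation p = 0.171). The antimicrobial effector list had 7 genes, all tested and all higher in CLD, with a median of 0.80 and a range of 0.26 to 1.24. It was not past the threshold by fry either (adjusted p = 0.432 by Benjamini-Hochberg over the 4 lists), and 0 of the 7 genes passed over all genes or when adjusted over the list alone. Its mean log2 CPM was 5.86 ± 1.43 in LP and 6.70 ± 1.12 in CLD (SD, n = 4, exact permutation p = 0.371). The antimicrobial median was -0.64 with 2 surrogate variables, also not past the threshold. The antimicrobial difference of 0.84 in mean log2 CPM was smaller than the SD of either group. The complement-like difference of 0.59 was slightly larger than either SD, but the libraries of the groups overlapped.

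**Figure D3:**
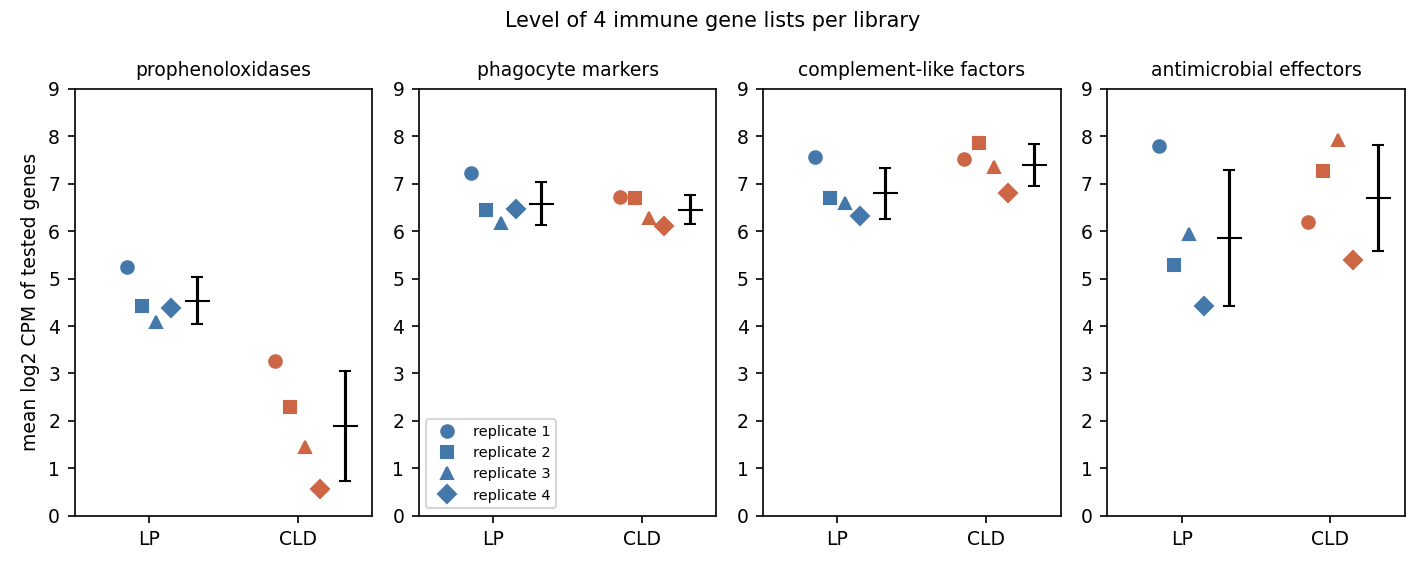
Mean log2 CPM of the tested genes of each list in each library (blue LP, orange CLD, marker shape for the replicate number), with the group mean and SD (n = 4) as black bars. The prophenoloxidase list separates the groups, with LP libraries at 4.08 and above and CLD libraries at 3.26 and below, while the groups overlap in the other 3 lists.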

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

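The tests of scaling and of midgut tissue in this part were chosen only after the results were seen. A library was set apart when its gap to the nearest library of its group, divided by the range of the group, exceeded Dixon's critical value of 0.829. Among 80 groups of 4 libraries examined, 12 had such a library, where chance would give about 4 for normal and independent values. Most values were CPM of single genes, which need not be normal. List means were examined beside their own members, so the groups were not independent. An excess over chance therefore cannot be read from these counts.

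LP replicate 1 stood apart in 7 genes of the lists, above the other LP libraries in each. AGAP004981 was at 14.0 CPM, with the nearest LP library at 9.51 CPM, and AGAP004977 was at 94.5 CPM against 47.2 CPM. AGAP010816 was at 182 CPM against 112 CPM, and AGAP010812 was at 427 CPM against 213 CPM. AGAP000692 was at 203 CPM against 8.57 CPM, AGAP000694 was at 227 CPM against 45.7 CPM, and AGAP005620 was at 47.9 CPM against 26.2 CPM. A wrong scaling factor would raise all lists of that library by 1 factor. The germline list in LP replicate 1 lay at -0.84 on the log2 scale relative to the mean of the other 3 LP libraries, while the prophenoloxidase list lay 0.94 above, which argues against scaling. The prophenoloxidase genes among the 7 were above every CLD library in LP replicate 1, which, if that list responds to clodronate, argues against a clodronate pool under that label. A stronger immune response in that pool may explain the pattern. This was not tested on independent data, and the labels give no batch.

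CLD replicate 3 stood apart in 2 antimicrobial genes. AGAP000692 was at 429 CPM with the nearest CLD library at 25.9 CPM, and AGAP008645 was at 101 CPM against 14.3 CPM. Midgut tissue left in that pool is a candidate source, since the listed midgut genes summed to 1727 CPM there. LP replicate 1 had AGAP000692 at 203 CPM with the midgut list at only 29.4 CPM, so AGAP000692 was also high in a library with little midgut signal. Midgut carryover and an immune response in that pool cannot be told apart from these libraries, because both would be present in the same pool.

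The remaining 3 values belonged to CLD replicates 1 and 2. In CLD replicate 1, AGAP004203 (vitellogenin) was at 104626 CPM with the nearest CLD library at 58060 CPM. In CLD replicate 2, AGAP000305 was at 205 CPM against 117 CPM and AGAP011790 was at 219 CPM against 132 CPM. No explanation was tested for these 3 values.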

How the results depend on the processing

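The robust dispersions, the removal of overlapping genes, the likelihood ratio test and the surrogate variables were chosen only after the results were seen. The other alternatives were planned.

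The prophenoloxidase list stayed lower in CLD and past the threshold in all 14 other settings with a list test, and in all 8 fits that left out a library. Its median ranged from -2.86 to -2.27 over the settings and from -3.16 to -2.12 over the libraries left out. The largest adjusted p by fry was 0.0452. DESeq2, which gave a median with no list test, was also in that range. The complement-like list stayed positive and short of the threshold in all of these settings, from 0.17 to 0.62, and from 0.41 to 0.89 with a library left out. Its smallest adjusted p by fry was 0.0521, without LP replicate 1. The antimicrobial list ranged from 0.27 to 1.60 with a library left out, with the lowest value without CLD replicate 3 and the highest without LP replicate 1. Its sign changed to -0.64 with 2 surrogate variables, where the adjusted p by fry was 0.0902, in a range of 0.0797 to 0.791 over all alternatives of that list. The cause was not tested.

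The phagocyte list median was close to 0 and changed sign to -0.0041 without CLD replicate 2, in a range of -0.0041 to 0.29 with a library left out. With 2 surrogate variables it was -0.13. The cause was not tested, and the median was never past the threshold. AGAP012386 ranged from -0.65 to 0.086 with a library left out, positive without CLD replicate 4. Over the other settings it ranged from -1.19, with 2 surrogate variables, to -0.22, and it was not past the threshold in any. The difference in total counts ranged from -68545 to 2325291 with a library left out, negative without LP replicate 2.

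The counts of changed genes were the least stable values. The main count was 0 genes higher. DESeq2 gave 10, the likelihood ratio test 4 and the replicate number as a block 1. The main count was 1 gene lower. DESeq2 gave 28 lower, the likelihood ratio test 22, the replicate number as a block 8 and library totals alone 7. Limma-voom, no filter on low counts and robust dispersions gave 2 each. With overlapping genes left out the count was 0, because AGAP004016 was among the 1654 genes removed. With an adjusted p of 0.01 it was 0, with 1 surrogate variable it was 0, and with each library left out it was 0 to 0, as was the count of higher genes. Library totals alone shifted the median of all genes by -0.11 on the log2 scale, and that shift goes in the direction of more genes lower. Except for the construction just named, the cause was not tested. AGAP004016 stayed lower in every alternative that included it. Its adjusted p by edgeR was above 0.05 with thinned counts, with 1 or 2 surrogate variables and in all 8 fits that left out a library. With thinned counts and with 2 surrogate variables 1 gene was lower, but it was a gene other than AGAP004016.

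Whether the replicate numbers pair the LP and CLD libraries was left open, since the labels give no batch. The correlations of the deviations from the group means were -0.03, 0.25, 0.45 and 0.35 for replicates 1 to 4. The closest of all pairs by chi-square per degree of freedom was replicate 1 of LP and CLD, at 22.9. A chi-square on counts is weighted to the most abundant genes, whereas the correlations used log2 CPM of all tested genes. The low value is therefore no evidence by itself that replicate 1 was paired. The same-numbered pairs of replicates 2, 3 and 4 stood at 77.2, 112 and 62.0. With the replicate number as a block, 1 gene was higher and 8 were lower, among them the 1 gene of the unblocked fit and 7 of the 38 genes called by DESeq2.

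Depth was 12820385 counts or more in every library. Thinning all libraries to that total left 0 genes higher and changed no direction of a list. Unequal depth was therefore not the source of those directions. Whether deeper sequencing would change the lists cannot be told from thinning, because it only removes reads. AGAP004980 and AGAP004976 entered the fit with no filter on low counts. AGAP004976 had 41 counts over the LP libraries and 4 over the CLD libraries, with a log2 fold change of -3.20 (SE 0.818), in the direction of its list but not past the threshold (adjusted p = 0.578 by edgeR and 0.185 by DESeq2, both with Benjamini-Hochberg adjustment). AGAP004980 had 3 counts in LP and 2 in CLD, where a change was not detectable at this depth.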

Other observations

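In this part the counts over other splits and the tests of genes inside other genes were chosen in advance of their results, although zero counts of 3 such genes had been seen. The tests of scaling, depth, midgut, paralogs and phagocyte markers for the prophenoloxidase list were chosen only after the results were seen, as were those of midgut and germline tissue, of LP replicate 1, of the neighbouring genes and of the 550 genes.

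The 8 libraries can be split into 4 and 4 in 35 ways, the real one included. At least 1 gene passed the threshold by edgeR in 3 splits, at least 869 genes had an unadjusted p under 0.05 in 6 splits, and at least 38 genes passed by DESeq2 in 7 splits. Chance therefore cannot be excluded for the genome-wide counts. The median of the phagocyte list was as large in size in 28 splits, that of the complement-like list in 6 and that of the antimicrobial list in 8, so chance cannot be excluded for these either. The median of the prophenoloxidase list was as large in 1 split, the real one, and the largest among the other 34 was 1.85. That share of 1 in 35 is the smallest these splits allow. It was 1 of 7 results compared in this way, and the exact permutation p of the list mean was 0.114 after Benjamini-Hochberg adjustment over the 4 lists, so the splits alone are limited evidence against chance.

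The lower prophenoloxidase list was weighed against technical explanations. Over 3 other scalings the median nearest to 0 was -2.43, after thinning to equal depth it was -2.43, and without CLD replicate 3 it was -2.24. The log2 ratio of the summed CPM was -2.75, which reads exchanged between listed copies would leave at 0. These values argue against scaling, depth, midgut tissue in CLD replicate 3 and exchange between copies. Loss of the cells that carry these transcripts is a hypothesis that the design names, but so is lower expression in surviving cells. The listed marker eater (AGAP012386) changed by -0.25 with an SE of 0.563, which neither excludes nor requires a loss of phagocytes. The other tested markers of that list went both ways, with AGAP028028 at -1.55 (SE 0.257) and 4 genes between 0.01 and 0.57, so loss of cells and lower expression per cell cannot be told apart in pooled tissue. GC content was not tested.

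The split that set LP replicate 1 and CLD replicates 1, 2 and 3 against the other 4 libraries gave 550 genes by edgeR and 1987 by DESeq2, more than any other split. It was found by searching all 35, so it is a description of these libraries. The absolute median log2 change there was 1.90 for the antimicrobial list and 0.88 for the complement-like list, both higher in the libraries named first. The midgut list had the largest difference of the 7 lists in mean log2 CPM, at 2.52, and the antimicrobial list was at 2.04. CLD replicate 3, with its high midgut level, is among the libraries named first. Different amounts of ovary as the whole cause are argued against by the antimicrobial median of 1.90, since the germline list differed by only -0.78. An exchange of the labels of LP replicate 1 and CLD replicate 4 may also produce such a split. The absolute prophenoloxidase median in that split was 0.25, with the mean log2 CPM of the list at -0.30 relative to the other 4 libraries, while under the deposited labels the list separated the groups, with LP replicate 1 the highest of all libraries and CLD replicate 4 the lowest. Whether that counts against an exchange depends on the list responding to clodronate. The labels and a difference in immune activation between pools therefore cannot be told apart. The share of counts on mitochondrial genes also separated these libraries, at 5.02% to 6.21% in those named first and 3.50% to 4.78% in the other 4. The split was therefore not confined to the immune lists, and what it reflects was not settled. Midgut tissue in CLD replicate 3 and different amounts of ovary stay open as parts of the pattern.

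CLD replicate 3 had a high level of the 5 genes listed as midgut digestive enzymes and peritrophic matrix protein. All 5 were highest in that library, from 227 to 526 CPM, where the highest other library had between 5.94 and 70.7 CPM. All 5 had counts in every library, so the list is not exclusive to that pool. The sum was 11.2-fold that of the next library in CPM, which argues against deeper sequencing as the cause. Without CLD replicate 3 the median log2 fold change of the list fell from 3.25 to 0.28, which argues against clodronate as the cause. Midgut tissue left at dissection is a candidate explanation for the 5 of 5 genes. With all libraries, the mean log2 CPM of the list was 2.37 higher in CLD, which was not past the threshold (exact permutation p = 0.286, n = 4). Of the 5 genes, 0 passed over all genes and 2 passed when adjusted over the list alone, AGAP006709 and AGAP006711, at 0.0395 each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

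The germline list had a mean log2 CPM of 6.72 ± 0.426 in LP and 6.15 ± 0.416 in CLD (SD, n = 4, exact permutation p = 0.114). All 3 genes were lower in CLD, with a median log2 fold change of -0.64 (adjusted p = 0.191 by fry with Benjamini-Hochberg adjustment over the midgut and germline lists). The median ranged from -0.78 to -0.49 with a library left out. Without LP replicate 1 it was -0.78 and past the threshold by fry (adjusted p = 0.0394 by Benjamini-Hochberg, in a range of 0.0394 to 0.391 over the libraries left out), while the exact permutation p of the mean was 0.0571. Across the 8 libraries, with group means removed, AGAP008578 and the mean of AGAP006098 and AGAP006241 varied together (1 relation computed). Pearson r was 0.933 (permutation p = 0.00352) and Spearman rho was 0.738 (permutation p = 0.0458). The permutation took all orders of the 8 values after the group means were removed. Such values cannot be exchanged freely between the groups, so both p are approximate and may be too small. Without the 2 libraries farthest from the median r was 0.62, so the relation rests partly on those libraries. Varying amounts of ovary left in the pools may explain it. Of the yolk list, 2 of 3 genes were tested. The summed level was 101796 ± 21133 CPM in LP and 90949 ± 25872 CPM in CLD (SD, n = 4, exact permutation p = 0.457), and AGAP004203 made up most of it. The other tested gene, AGAP001826, went the opposite way, with 17029 ± 3180 CPM in LP and 23455 ± 1476 CPM in CLD (SD, n = 4) and all 4 CLD libraries above all 4 LP libraries. Its log2 fold change was 0.46 (SE 0.161), with an adjusted p of 0.517 over all genes and 0.0376 over the list alone by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

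Genes whose interval lies inside another gene had no counts. All 701 such genes (100%, 95% Clopper-Pearson interval 99.5% to 100%, counting error only) had no count in any library, against 8.29% of the 12109 genes that overlap no other. Genes of matched length with no overlap had no count in 18.1% of cases, which argues against silence of these genes in this tissue. The share was also 100% for the 436 genes whose host lies on the opposite strand, which argues against counting by strand. The values are consistent with a count that left out reads falling in more than 1 gene interval. The listed genes AGAP002825, AGAP006348 and AGAP013109 are among the 701, so their zero counts carry no measurement of expression.

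The prophenoloxidase and complement-like lists were both highest among the LP libraries in LP replicate 1. With the complement-like list subtracted, the SD of the prophenoloxidase list over the 4 LP libraries was 0.242 against 0.495 alone. The difference between the lists was -2.27 ± 0.242 in LP and -5.50 ± 0.869 in CLD (SD, n = 4, exact permutation p = 0.0286, the smallest possible). A factor shared by both lists in each library, such as the amount of fat body or hemocytes in a pool, is a candidate source that these 4 libraries cannot settle.

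AGAP004017, chosen after its values were seen, lies next to AGAP004016 on 2R, from 47883293 to 47884594. It fell by 2.49 on the log2 scale (SE 0.607), with an adjusted p of 0.517 by edgeR's quasi-likelihood test and 0.00423 by DESeq2, both with Benjamini-Hochberg adjustment. The 2 intervals are 1466 bases apart, which argues against reads of 1 gene counted in the other. A shared cause for both genes was not tested.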
